A study of Arabidopsis thaliana with 18 samples. Its data were reported in "Global gene regulatory network underlying miR165a in Arabidopsis shoot apical meristem" (2023).

How the data were processed

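RNA was sequenced from 6 sorted cell populations of Arabidopsis thaliana ap1 cal shoot apices, each with 3 libraries. By the study's methods, apices of a line with blue (ATML1 promoter), yellow (REV fusion) and green (miR165a promoter) reporters were digested to protoplasts, single cells that excluded propidium iodide were sorted by fluorescence, and libraries were made with a kit that is not described as marking strand. The study calls its replicates biological. Nothing states that they came from separate harvests, so the p-values may measure only the spread between these samples.

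The authors trimmed reads with cutadapt after FastQC, aligned them with TopHat to TAIR10, counted exonic reads per gene with HTSeq and compared populations with DESeq2, with no versions stated. The deposited tables give for each listed gene the signal, a mean over libraries of counts that the authors divided by size factors. They also give the log2 fold change with its standard error, which the authors took from the DESeq2 model and for which shrinkage is not stated. The score in the deposited tables is the Wald statistic of the authors, and the p-value columns hold its p and the p that the authors adjusted by the Benjamini-Hochberg method. No deposited table used here holds values per library, so totals, depth per library, values per replicate and the number of libraries that show a direction cannot be given. The 9 comparisons take their tests from the authors' tables, in place of a test on counts.

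All listed genes had an adjusted p of 0.05 or less and a log2 fold change of at least 1 in size, with 0 exceptions. Counts at an unadjusted p therefore cannot be given beside a count of 0. Of the 19 tables, 15 come from 1 fit on all 6 populations, since fold changes around triangles of tables add up to within 1.07e-14 over 12890 sums and the mean counts are identical. The other 4 come from fits on 2 populations. The comparisons of miR165a with REV cells in each layer used the table named in that direction, a fit on 2 populations, and the other 7 used the fit on 6. The 4 pairs of tables that cover the same populations shared 3300, 1984, 1149 and 1328 genes, with 0 in opposite directions.

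Before the data were examined, 23 gene lists were written with 361 members. In 3 members (BDG, HSP70-4 and EXPA3) the reference pairs the identifier with another symbol, so they were dropped, and 292 stood in at least 1 table. The lists cover HD-ZIPIII, LITTLE ZIPPER, MIR165 and MIR166 genes, abaxial identity, epidermis and cuticle, stomatal lineage, meristem and boundary, organ initiation, floral organ identity, auxin, cytokinin, gibberellin, mitotic cell cycle, G1 and DNA replication, xylem and cambium, phloem, photosynthesis, immunity, wounding with jasmonate and heat, cell wall loosening, metal and sulfate transport, and the study's 33 enriched and 15 excluded genes. Each list was compared with the 8444 genes found in any table by a two-sided Fisher's exact test per direction, and its higher against lower members by an exact binomial test, adjusted by the Benjamini-Hochberg method over the 23 lists of a comparison. Members found in no table were left out, and unlisted members count as p of 1 in the adjustment over a list alone. The study's own lists were drawn from these samples and stand among the 23, which can lower the adjusted p of the others.

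Genes were named by rules fixed before the data were examined. These were, per comparison, up to 4 members of each list with the smallest adjusted p, the 5 highest and 5 lowest log2 fold changes among genes with a mean normalized count of at least 50, and the sort markers REV, MIR165A and ATML1. For the difference between layers they were the 5 largest of each sign at that count, and for genes called against every population outside the miR165a domain the 5 with the largest smallest fold change in each direction. Not every gene that these rules take is reported here.

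The difference between layers was tested by a two-sided z test on the fold changes and standard errors of 958 genes, adjusted by the Benjamini-Hochberg method. On simulated values for those genes it found 30% of 100 planted log2 differences of 1 and 69% of 100 of 2, and called 4 of 758 unchanged genes. Of 1000 random lists 4.4% had a p of 0.05 or less, as had 3% of 200 overlaps of random sets. Random lists hold no genes chosen to vary together, so these rates do not cover lists of co-regulated genes. The Fisher and binomial tests count each gene as independent, and their p-values do not measure the spread between libraries. Overlaps between layers used a one-sided Fisher's exact test, and contrasts that share libraries were set beside 100 simulated draws.

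Alternatives were other limits of fold change, adjusted p and mean count, fold changes implied by other tables, wider standard errors, another background for the lists, the reverse tables, contrasts within a layer and lists without the sort genes. Gene names and neighbours came from the assembly TAIR10.1, where 8432 of the 8444 identifiers matched, and no coordinates were taken from it. Work used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.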

Results

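Messenger RNA was measured in 6 populations of protoplasts, plant cells freed of their walls, that were sorted from shoot apical meristems of the Arabidopsis thaliana ap1 cal double mutant, which piles up meristems in place of flowers. The plants carried 3 fluorescent reporters. A blue protein under the ATML1 promoter marked the epidermis, a yellow fusion of REVOLUTA (REV), an HD-ZIPIII transcription factor, marked the central domain, and a green protein under the miR165a promoter marked the periphery, where this microRNA acts against HD-ZIPIII transcripts. Epidermal REV, epidermal miR165a and epidermal gap cells all carried the blue marker, the gap cells with neither domain marker. Subepidermal REV and subepidermal miR165a cells carried 1 domain marker and no blue marker, and all negative cells carried none of the 3. Each population had 3 libraries, 18 in all. The data were 19 of the authors' deposited tables, each of which compared 2 populations and listed a log2 fold change with its standard error, a p-value and a mean normalized count for each gene past an adjusted p of 0.05 and a log2 fold change of 1 in either direction. In total 8444 genes stood in at least 1 table. The tables hold no totals per library, so the depth of each library is unknown from the files. A gene is called higher or lower below when a table lists it, and the brackets after a gene give its identifier at first mention and its log2 fold change ± standard error.

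The markers used in the sort came first. REV (AT5G60690) transcript was lower in the miR165a populations of both layers, at -1.18 ± 0.18 in the epidermis and -1.36 ± 0.16 below it, in the authors' deposited tables. It was higher in REV cells than in the marker-free cells of the same layer, by 1.12 ± 0.14 against gap cells and 1.14 ± 0.14 against all negative cells, again by the authors' deposited tables. The reporter carries the coding sequence of REV, so reads from the transgene counted as REV, and the annotation has another gene that overlaps REV. For the epidermal regulator ATML1 (AT4G21750), the authors' deposited tables gave 5.74 ± 0.45 in gap against all negative cells, -5.32 ± 0.45 in subepidermal against epidermal miR165a cells and -5.53 ± 0.45 in the same comparison of REV cells. Of the 250 genes named by fixed rules, 41 overlap another annotated gene, among them KAN1, TPX2, ARF5, AIL6 and PAN, and reads of such pairs cannot be told apart without strand. The gene of miR165a itself stood in none of the 19 tables, so its level is not reported. Of the 9 MIR165 and MIR166 genes, only MIR166A was in any table, and the authors' deposited table put this gene (AT2G46685) higher in subepidermal miR165a than in subepidermal REV cells at 4.46 ± 1.38.

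**Figure D1:**
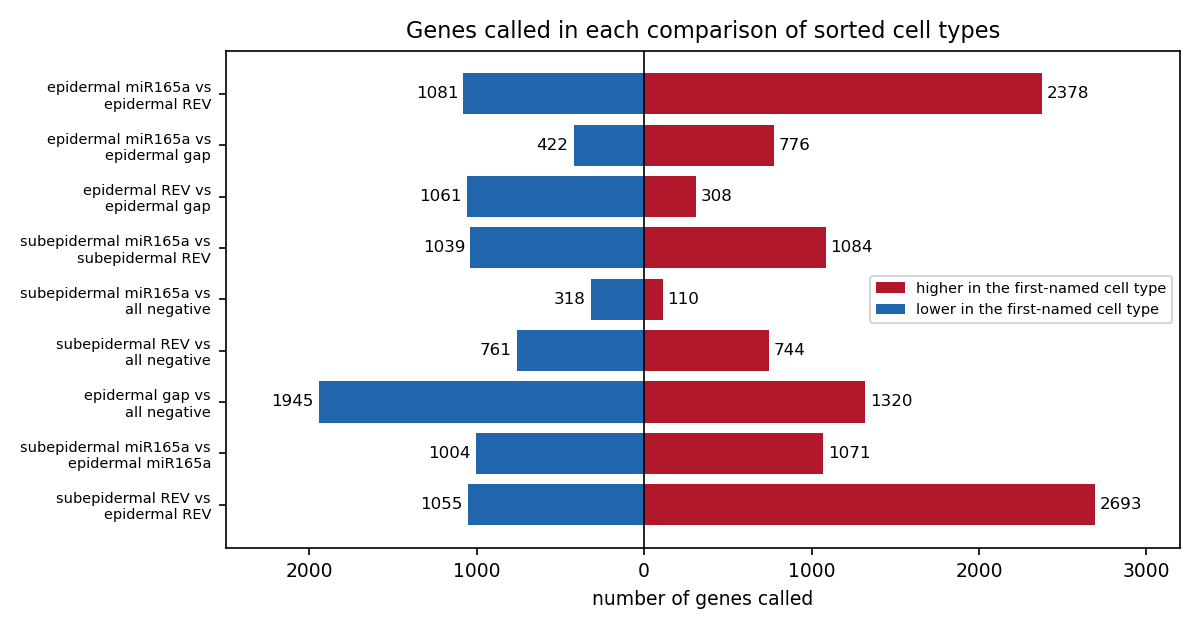
Number of genes called in each of the 9 comparisons (horizontal axis), with bars to the right for genes higher and bars to the left for genes lower in the population named first. The comparison of subepidermal with epidermal REV cells has the most genes, 3748, and that of subepidermal miR165a with all negative cells the fewest, 428.

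The first comparison asked which genes separate the miR165a domain from the REV domain in the epidermis. Epidermal miR165a cells had higher transcripts of abaxial regulators, some wax enzymes, immune regulators, genes of photosynthesis and genes of wounding, jasmonate and heat, and lower transcripts of the cell cycle, of organ initiation and of part of the meristem and boundary list. The comparison called 3459 genes in the authors' deposited table, 2378 higher and 1081 lower in miR165a cells. Abaxial regulators were higher for 7 of 8 listed members, a larger share than among all listed genes (2-sided Fisher's exact test, adjusted p = 0.00646). The authors' deposited table had the KANADI factors KAN1 (AT5G16560, 4.85 ± 0.34) and KAN2 (AT1G32240, 3.64 ± 0.39) and the YABBY factors YAB3 (AT4G00180, 4.74 ± 0.29) and YAB2 (AT1G08465, 5.56 ± 0.59) among them. The HD-ZIPIII targets of the microRNA were lower for 3 of 5 members, PHB (AT2G34710, -1.59 ± 0.18), REV and PHV (AT1G30490, -1.03 ± 0.24) in the authors' deposited table, which missed the limit as a group (Fisher's exact test, adjusted p = 0.0569, and 0.21 without the sort marker REV). LITTLE ZIPPER genes, small partners of HD-ZIPIII proteins, were lower for 2 of 4 (Fisher's exact test, adjusted p = 0.21), with ZPR3 (AT3G52770, -3.66 ± 0.76) and ZPR4 (AT2G36307, -2.57 ± 0.85) in the authors' deposited table.

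Genes of the cell cycle fell almost as a block. Of the mitotic list 19 of 20 members were lower in epidermal miR165a cells (Fisher's exact test, adjusted p = 3.85e-15), among them the mitotic cyclin CYCB1;1 (AT4G37490, -1.88 ± 0.23), the spindle protein TPX2 (AT1G03780, -1.75 ± 0.24) and the phragmoplast protein PLE (AT5G51600, -1.96 ± 0.23) of the authors' deposited table. The list of G1 and DNA replication had 13 of 14 lower (Fisher's exact test, adjusted p = 2.21e-10), for example in the authors' deposited table the replicative helicase subunits MCM6 (AT5G44635, -2.22 ± 0.23), MCM4 (AT2G16440, -2.11 ± 0.25) and MCM7 (AT4G02060, -2.10 ± 0.27). Meristem and boundary regulators were lower for 8 and higher for 3 of 17 (Fisher's exact test for lower, adjusted p = 0.0027). The stem cell peptide CLV3 (AT2G27250, -7.04 ± 0.82), the class I KNOX factor STM (AT1G62360, -1.78 ± 0.17) and AGO10 (AT5G43810, -1.75 ± 0.16), an Argonaute that sequesters miR165 and miR166, were lower, while the KNOX factor KNAT1 (AT4G08150, 3.17 ± 0.30) was higher in the authors' deposited table. Organ initiation genes were lower for 7 of 10 (Fisher's exact test, adjusted p = 2.68e-04), with LFY (AT5G61850, -2.30 ± 0.18), AIL6 (AT5G10510, -2.76 ± 0.27), DRN (AT1G12980, -5.74 ± 0.62) and ANT (AT4G37750, -2.33 ± 0.27) in the authors' deposited table. The auxin list split, 4 higher and 4 lower of 16 (Fisher's exact test for lower, adjusted p = 0.266), and the authors' deposited table put the efflux carrier PIN7 (AT1G23080, 3.31 ± 0.35) higher and the synthesis enzyme YUC4 (AT5G11320, -3.25 ± 0.45) lower. Cytokinin genes were lower for 4 and higher for 2 of 11 (Fisher's exact test for lower, adjusted p = 0.121), with the activating enzyme LOG7 (AT5G06300, -2.76 ± 0.20) and the signalling inhibitor AHP6 (AT1G80100, -2.07 ± 0.41) lower in the authors' deposited table.

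Epidermis and cuticle genes were higher for 13 and lower for 2 of 29. That split differed from an even one (exact binomial test, adjusted p = 0.0212), while the share called higher did not stand out from all listed genes (Fisher's exact test, adjusted p = 0.137). The wax genes WSD1 (AT5G37300, 5.65 ± 0.22), CYP96A15 (AT1G57750, 6.31 ± 0.39) and CER2 (AT4G24510, 4.06 ± 0.29) had the smallest adjusted p of the list in the authors' deposited table. Stomatal lineage genes were higher for 4 of 8 (Fisher's exact test, adjusted p = 0.383), among them SPCH (AT5G53210, 2.28 ± 0.38) and TMM (AT1G80080, 1.77 ± 0.34) in the authors' deposited table. Photosynthesis genes were higher for 11 of 20 (Fisher's exact test, adjusted p = 0.0384), for example the Rubisco subunit RBCS1A (AT1G67090, 1.74 ± 0.15) and the antenna protein LHCB5 (AT4G10340, 1.16 ± 0.15) in the authors' deposited table. Immunity genes were higher for 10 of 15 (Fisher's exact test, adjusted p = 0.00989), with the regulators CBP60G (AT5G26920, 3.27 ± 0.27), EDS1 (AT3G48090, 1.86 ± 0.21) and PAD4 (AT3G52430, 1.79 ± 0.22) in the authors' deposited table. Wounding, jasmonate and heat genes, which protoplasting can induce, moved the same way for 9 of 11 (Fisher's exact test, adjusted p = 0.0039), for example VSP1 (AT5G24780, 3.83 ± 0.23) and HSP101 (AT1G74310, 1.87 ± 0.27) in the authors' deposited table. The remaining lists did not pass: floral organ identity with 3 lower of 10, gibberellin metabolism with 2 higher of 6, cell wall loosening with 6 higher and 4 lower of 17, metal and sulfate transport with 4 higher of 11, xylem and cambium with 1 lower of 8, and phloem with 0 of 9. The largest changes of the authors' deposited table among genes with a mean normalized count of 50 or more were, besides CYP96A15 and WSD1, AT4G27300 (6.17 ± 0.33), AT1G04660 (5.95 ± 0.68) and the lipid transfer protein LTP4 (AT5G59310, 5.63 ± 0.36) upward. Downward, after CLV3, the authors' deposited table had the RNA-binding PUM10 (AT1G35750, -5.95 ± 0.60), the LFY cofactor UFO (AT1G30950, -5.81 ± 0.71), DRN and the Argonaute AGO5 (AT2G27880, -5.68 ± 0.36). Members of the RBCS, LHCB1 and VSP families share long stretches of sequence with close copies, so their values here and below are uncertain.

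The second comparison set the miR165a domain against epidermal cells with neither domain marker. Organ initiation genes were lower in miR165a cells for 8 of 10 members (Fisher's exact test, adjusted p = 1.73e-08), and replication genes were lower while mitotic genes were not called. The authors' deposited table listed 1198 genes, 776 higher and 422 lower in miR165a cells. Within organ initiation the authors' deposited table gave AIL6 (-2.19 ± 0.23), LFY (-1.15 ± 0.18), PTL (AT5G03680, -1.42 ± 0.28) and ANT (-1.14 ± 0.26). G1 and DNA replication genes were lower for 8 of 14 (Fisher's exact test, adjusted p = 6.44e-07), for example MCM4 (-1.21 ± 0.30) and MCM6 (-1.11 ± 0.29) in the authors' deposited table, against 0 of 20 mitotic genes. Values under the log2 fold change limit of 1 are not listed, so mitotic genes may have been lower to a smaller extent. Meristem and boundary genes were lower for 6 and higher for 2 of 17 (Fisher's exact test for lower, adjusted p = 6.68e-04), with STM (-1.27 ± 0.15) and AGO10 (-1.04 ± 0.22) lower and KNAT1 (1.53 ± 0.22) higher in the authors' deposited table. Auxin genes were lower for 5 and higher for 1 (Fisher's exact test for lower, adjusted p = 0.00387), and the authors' deposited table held the synthesis enzymes YUC4 (-2.69 ± 0.41) and TAA1 (AT1G70560, -2.46 ± 0.41) on the lower side.

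Floral organ identity genes were lower for 3 of 10 (Fisher's exact test, adjusted p = 0.0438), namely PAN (AT1G68640, -2.07 ± 0.27), SEP3 (AT1G24260, -1.94 ± 0.55) and AP3 (AT3G54340, -2.02 ± 0.61) in the authors' deposited table. LITTLE ZIPPER genes were lower for 2 of 4 (Fisher's exact test, adjusted p = 0.0459), ZPR3 (-2.36 ± 0.60) and ZPR1 (AT2G45450, -2.17 ± 0.69) in the authors' deposited table, while no HD-ZIPIII gene was listed. The stomatal list divided evenly, 2 higher and 2 lower of 8 (Fisher's exact test for lower, adjusted p = 0.146). The authors' deposited table put the early lineage genes SPCH (1.75 ± 0.38) and BASL (AT5G60880, 2.16 ± 0.57) higher in miR165a cells and the late factor FAMA (AT3G24140, -3.45 ± 0.44) and the peptide EPF1 (AT2G20875, -2.97 ± 0.60) lower. Epidermis and cuticle genes were higher for 6 of 29 (Fisher's exact test, adjusted p = 0.345), for example CYP96A15 (4.18 ± 0.39), CER4 (AT4G33790, 3.51 ± 0.38) and WSD1 (3.70 ± 0.49) in the authors' deposited table. Immunity genes were higher for 5 of 15 (Fisher's exact test, adjusted p = 0.102) and wounding genes for 2 of 11, which did not pass. Of the photosynthesis list 0 of 20 members were called. The lowest values of the authors' deposited table among genes with a mean normalized count of 50 or more belonged to the cutinase gene CDEF1 (AT4G30140, -8.79 ± 0.64), to AT1G33811 (-7.61 ± 0.47) and to the proline-rich protein gene PRP2 (AT2G21140, -5.79 ± 0.47), and besides the wax enzymes the highest included AT2G28085 (3.76 ± 0.43) and MLP28 (AT1G70830, 3.21 ± 0.38). MLP28 lies in a family of close copies, so its value is uncertain.

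The third comparison set the REV domain against the same gap cells. Mitotic genes were higher in epidermal REV cells for 15 of 20 members (Fisher's exact test, adjusted p = 5.82e-17), and abaxial regulators were lower for 6 of 8 (Fisher's exact test, adjusted p = 9.98e-04). The authors' deposited table listed 1369 genes, 308 higher and 1061 lower in REV cells. Mitotic examples in the authors' deposited table were PLE (1.29 ± 0.22), CDKB1;1 (AT3G54180, 1.38 ± 0.23) and CYCB1;3 (AT3G11520, 1.51 ± 0.27), and replication genes were called higher for 2 of 14 (Fisher's exact test, adjusted p = 0.297). Replication genes that were not called may again lie just under the limit. On the abaxial side the authors' deposited table gave KAN1 (-3.95 ± 0.28), KAN2 (-3.33 ± 0.33) and FIL (AT2G45190, -1.53 ± 0.28). Organ initiation genes were higher for 4 and lower for 1 of 10 (Fisher's exact test for higher, adjusted p = 0.00352), with LFY (1.13 ± 0.16), DRN (2.82 ± 0.49) and AS2 (AT1G65620, 3.05 ± 0.60) higher and PTL (-2.09 ± 0.29) lower in the authors' deposited table. In the meristem list, 3 of 17 were higher and 1 lower (Fisher's exact test for higher, adjusted p = 0.129), with CLV3 (3.70 ± 0.48) and ATH1 (AT4G32980, 1.59 ± 0.27) among them in the authors' deposited table.

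Groups that missed the limit included the stomatal lineage, lower for 4 of 8 (Fisher's exact test, adjusted p = 0.0656), where the authors' deposited table had FAMA (-4.90 ± 0.47) and MUTE (AT3G06120, -3.30 ± 0.45). Photosynthesis genes were lower for 7 of 20 (Fisher's exact test, adjusted p = 0.0654) and epidermis and cuticle genes for 8 of 29 (Fisher's exact test, adjusted p = 0.106), for example the wax gene CER2 (-3.21 ± 0.33) and the homeodomain factor HDG1 (AT3G61150, -2.05 ± 0.21) in the authors' deposited table. Auxin genes were lower for 5 and higher for 1 of 16 (Fisher's exact test for lower, adjusted p = 0.158), with the efflux carrier PIN7 (-1.82 ± 0.31) and the synthesis gene TAR2 (AT4G24670, -1.61 ± 0.30) lower and the synthesis enzyme TAA1 (2.29 ± 0.34) higher in the authors' deposited table. Cytokinin genes were higher for 2 of 11 (Fisher's exact test, adjusted p = 0.225), including LOG7 (1.63 ± 0.23) in the authors' deposited table. Among genes with a mean normalized count of 50 or more, the highest values in the authors' deposited table were GA3OX3 (AT4G21690, 2.73 ± 0.26), a gibberellin synthesis enzyme, AT5G06270 (2.68 ± 0.36) and AGO5 (2.55 ± 0.55), and those with the lowest were PRP2 (-6.91 ± 0.51), AT1G33811 (-6.35 ± 0.37) and AT2G39690 (-5.60 ± 0.48).

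Below the epidermis the same question, miR165a against REV domain, gave vascular genes beside the polarity genes. Genes of xylem, cambium and phloem, HD-ZIPIII genes and all LITTLE ZIPPER genes were lower in subepidermal miR165a cells, and abaxial regulators were higher. The authors' deposited table listed 2123 genes, 1084 higher and 1039 lower in miR165a cells. HD-ZIPIII genes were lower for 4 of 5 (Fisher's exact test, adjusted p = 0.00338), with ATHB8 (AT4G32880, -5.37 ± 0.73), PHB (-2.37 ± 0.24) and ATHB15 (AT1G52150, -1.88 ± 0.18) beside REV in the authors' deposited table. The sort itself used a REV reporter, and without REV 3 of 4 were lower (Fisher's exact test, adjusted p = 0.0172). LITTLE ZIPPER genes were lower for 4 of 4 (Fisher's exact test, adjusted p = 0.00101), ZPR4 (-5.25 ± 0.77), ZPR1 (-4.43 ± 0.85), ZPR3 (-4.33 ± 0.78) and ZPR2 (AT3G60890, -3.65 ± 0.91) in the authors' deposited table. Abaxial regulators were higher for 7 of 8 (Fisher's exact test, adjusted p = 4.62e-05), among them KAN1 (5.02 ± 0.34), YAB3 (4.77 ± 0.33) and FIL (3.56 ± 0.26) in the authors' deposited table. Xylem and cambium genes were lower for 7 of 8 (Fisher's exact test, adjusted p = 2.30e-05). The authors' deposited table had the cambium receptor PXY (AT5G61480, -6.12 ± 0.31), the vascular bHLH factor TMO5 (AT3G25710, -5.63 ± 0.30), the thermospermine synthase ACL5 (AT5G19530, -7.41 ± 0.92) and the vessel regulator VND7 (AT1G71930, -4.73 ± 0.81). Phloem genes were lower for 8 of 9 (Fisher's exact test, adjusted p = 4.73e-06), with SMXL5 (AT5G57130, -4.53 ± 0.24), TMO6 (AT5G60200, -3.93 ± 0.24), HCA2 (AT5G62940, -4.93 ± 0.54) and SEOR2 (AT3G01670, -3.38 ± 0.47) in the authors' deposited table.

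Auxin genes were lower for 8 and higher for 1 of 16 (Fisher's exact test for lower, adjusted p = 0.00101), with the auxin response factor ARF5 (AT1G19850, -2.29 ± 0.15), TAA1 (-5.13 ± 0.59) and the influx carrier LAX2 (AT2G21050, -1.83 ± 0.27) lower in the authors' deposited table. Organ initiation genes were lower for 7 and higher for 1 of 10 (Fisher's exact test for lower, adjusted p = 2.06e-04), for example AIL6 (-2.36 ± 0.23), ANT (-1.44 ± 0.20) and AIL5 (AT5G57390, -2.34 ± 0.35) in the authors' deposited table. Mitotic genes were lower for 8 of 20 (Fisher's exact test, adjusted p = 0.00473) and replication genes for 6 and higher for 1 of 14 (Fisher's exact test for lower, adjusted p = 0.0109), with CYCB3;1 (AT1G16330, -1.68 ± 0.27) and MCM6 (-1.08 ± 0.29) in the authors' deposited table. Meristem genes were lower for 5 and higher for 1 of 17 (Fisher's exact test for lower, adjusted p = 0.0863), where the authors' deposited table had AGO10 (-2.60 ± 0.21) and STM (-1.49 ± 0.18) lower and the receptor CLV1 (AT1G75820, 1.53 ± 0.18) higher. Cytokinin genes were lower for 4 of 11 (Fisher's exact test, adjusted p = 0.0772), including LOG7 (-3.12 ± 0.34) in the authors' deposited table. Some epidermis and cuticle genes were higher, 5 of 29 (Fisher's exact test, adjusted p = 0.821), for example HDG1 (2.87 ± 0.17), ANL2 (AT4G00730, 2.88 ± 0.18) and CER3 (AT5G57800, 1.88 ± 0.19) in the authors' deposited table. ATML1 was not listed. Metal and sulfate transporters went both ways, 4 higher and 3 lower of 11 (Fisher's exact test for higher, adjusted p = 0.325), with SULTR3;3 (AT1G23090, 2.55 ± 0.29) higher and YSL1 (AT4G24120, -3.77 ± 0.31) lower in the authors' deposited table. Photosynthesis was called higher for 5 of 20 (Fisher's exact test, adjusted p = 0.572), immunity for 3 of 15, and wounding for 0 of 11. At a mean normalized count of 50 or more, the 5 highest genes of the authors' deposited table included AT5G57123 (5.84 ± 0.53), NAKR2 (AT2G37390, 5.54 ± 0.62) and the auxin repressor IAA14 (AT4G14550, 5.26 ± 0.57), and the 5 lowest besides ACL5 and PXY were AT3G18280 (-7.22 ± 0.63), AT1G61660 (-6.79 ± 0.49) and UMAMIT10 (AT3G56620, -6.06 ± 0.67).

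**Figure D2:**
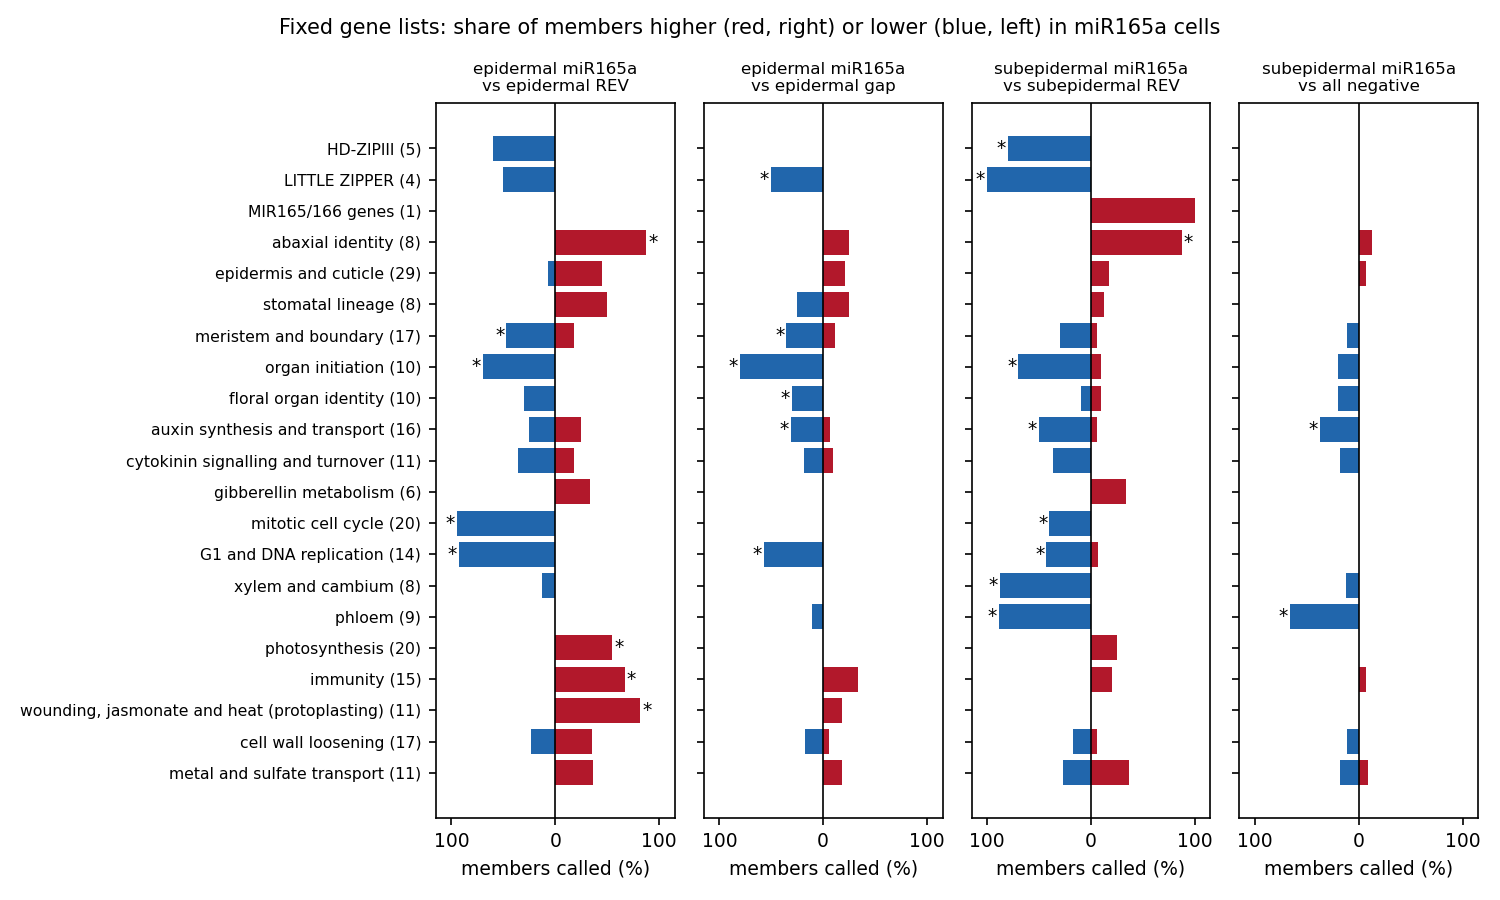
Share of the listed members of each fixed gene list (rows, number of members in brackets) called higher (bars to the right) or lower (bars to the left) in miR165a cells, in percent, for 4 comparisons. An asterisk marks an adjusted p of 0.05 or less in Fisher's exact test, as for the mitotic list in the epidermis, where 19 of 20 members were lower.

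**Figure D3:**
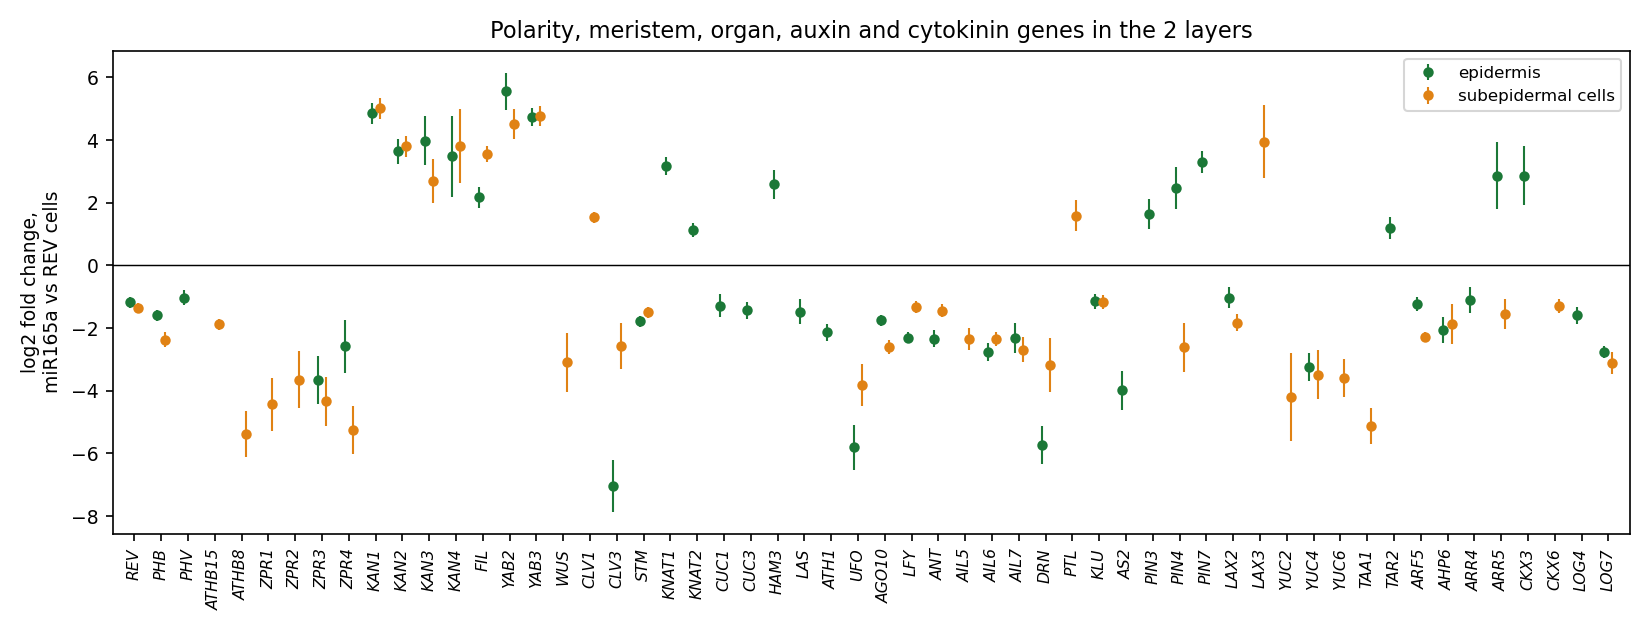
Log2 fold changes of miR165a against REV cells (vertical axis) with standard errors as bars, for polarity, meristem, organ, auxin and cytokinin genes of 7 fixed lists, where a layer without a point did not list the gene. The abaxial genes from KAN1 to YAB3 lie above 0 and the HD-ZIPIII and LITTLE ZIPPER genes from REV to ZPR4 below it, while meristem, organ, auxin and cytokinin genes lie on both sides, such as KNAT1 and PIN7 in the epidermis and CLV1 and PTL below it among those above 0.

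Against all negative cells, subepidermal miR165a cells differed in the fewest genes of the 9 comparisons. Phloem and auxin genes were lower in miR165a cells, and few genes were higher. The authors' deposited table listed 428 genes, 110 higher and 318 lower. Phloem genes were lower for 6 of 9 (Fisher's exact test, adjusted p = 2.39e-06), among them the companion cell genes AHA3 (AT5G57350, -4.75 ± 0.40) and SUC2 (AT1G22710, -3.85 ± 0.64) and the regulator APL (AT1G79430, -4.17 ± 0.53) in the authors' deposited table. Auxin genes were lower for 6 of 16 (Fisher's exact test, adjusted p = 1.21e-04), with ARF5 (-1.19 ± 0.18), LAX1 (AT5G01240, -1.23 ± 0.19), TAA1 (-2.11 ± 0.48) and YUC4 (-2.11 ± 0.51) in the authors' deposited table. No other list chosen before the data were examined passed apart from those of the study itself. Among single members, the authors' deposited table gave YAB2 (1.57 ± 0.30) and the wax gene KCS1 (AT1G01120, 1.57 ± 0.22) as higher and PAN (-2.58 ± 0.34), AGO10 (-1.26 ± 0.22) and PTL (-1.70 ± 0.29) as lower. No mitotic, replication, HD-ZIPIII or LITTLE ZIPPER gene was called in the authors' deposited table. Of the genes with a mean normalized count of 50 or more, the highest in the authors' deposited table was IAA14 (2.38 ± 0.42), and the lowest were the metallothionein MT3 (AT3G15353, -5.22 ± 0.56), AHA3, the glucosinolate oxygenase FMO GS-OX4 (AT1G62570, -4.65 ± 0.44) and the amino acid permease AAP4 (AT5G63850, -4.60 ± 0.68).

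Subepidermal REV cells stood apart from all negative cells in division, vascular and polarity genes. Mitotic genes were higher in REV cells for 18 of 20 (Fisher's exact test, adjusted p = 3.12e-16), and all LITTLE ZIPPER genes were higher, 4 of 4 (Fisher's exact test, adjusted p = 6.07e-04). The authors' deposited table listed 1505 genes, 744 higher and 761 lower. The cell cycle examples of the authors' deposited table were CYCA1;1 (AT1G44110, 1.63 ± 0.24), the syntaxin KNOLLE (AT1G08560, 1.31 ± 0.21) and CDKB2;1 (AT1G76540, 1.46 ± 0.24), and replication genes were higher for 7 of 14 (Fisher's exact test, adjusted p = 6.07e-04). HD-ZIPIII genes were higher for 4 of 5 (Fisher's exact test, adjusted p = 0.00107) and for 3 of 4 without the sort marker REV (Fisher's exact test, adjusted p = 0.00834), with ATHB8 (5.57 ± 0.48) and PHB (1.40 ± 0.19) in the authors' deposited table. Abaxial regulators were lower for 6 of 8 (Fisher's exact test, adjusted p = 1.44e-04), with KAN1 (-4.35 ± 0.32) and KAN2 (-3.76 ± 0.33). Xylem and cambium genes were higher for 5 of 8 (Fisher's exact test, adjusted p = 0.00107), for example PXY (4.74 ± 0.31), ACL5 (5.78 ± 0.59) and VND7 (4.36 ± 0.67) in the authors' deposited table. Phloem genes were higher for 4 and lower for 2 of 9 (Fisher's exact test for higher, adjusted p = 0.0151), and the authors' deposited table had the sieve element protein SEOR1 (AT3G01680, 2.86 ± 0.59) higher and the companion cell genes AHA3 (-3.39 ± 0.39) and SUC2 (-3.62 ± 0.64) lower. Auxin genes split into 6 higher and 4 lower of 16 (Fisher's exact test for higher, adjusted p = 0.00558), with TAA1 (2.35 ± 0.37) higher and LAX1 (-1.78 ± 0.20) lower in the authors' deposited table. Organ initiation genes were higher for 4 and lower for 1 of 10 (Fisher's exact test for higher, adjusted p = 0.0208), AIL6 (1.42 ± 0.19), AIL5 (1.83 ± 0.34) and AIL7 (AT5G65510, 1.42 ± 0.33) higher and PTL (-3.19 ± 0.33) lower in the authors' deposited table. Besides ATHB8 and PXY, the 5 highest genes of the authors' deposited table with a mean normalized count of 50 or more included WAT1 (AT1G75500, 4.40 ± 0.24) and BRL2 (AT2G01950, 3.94 ± 0.44), both known from vascular tissue, and the 5 lowest included the zinc finger gene JKD (AT5G03150, -4.55 ± 0.32), KAN1 and FAH1 (AT4G36220, -4.28 ± 0.34), an enzyme of lignin synthesis.

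The next 3 comparisons asked what separates the layers. Between cells without a domain marker, epidermal gap cells had higher epidermis and cuticle transcripts for 25 of 29 members and lower ones for 1 (Fisher's exact test for higher, adjusted p = 1.68e-15). Without ATML1, whose promoter marked the layer, 24 of 28 were higher in the epidermal cells in this and the next 2 comparisons (Fisher's exact test, adjusted p = 9.32e-15, 1.44e-17 and 4.67e-17). The authors' deposited table listed 3265 genes, 1320 higher and 1945 lower in gap cells. The homeodomain factor HDG2 (AT1G05230, 6.27 ± 0.33) and the cuticle genes CER1 (AT1G02205, 6.16 ± 0.33) and DCR (AT5G23940, 5.65 ± 0.32) were among them in the authors' deposited table. Stomatal lineage genes were higher for 6 and lower for 1 of 8 (Fisher's exact test for higher, adjusted p = 0.00332), with MUTE (5.54 ± 0.59), FAMA (4.53 ± 0.46) and SPCH (4.08 ± 0.58) in the authors' deposited table. Mitotic genes were higher for 8 of 20 (Fisher's exact test, adjusted p = 0.0348) and replication genes for 8 of 14 (Fisher's exact test, adjusted p = 0.00332), for example CDKB2;1 (1.26 ± 0.24) and MCM4 (1.18 ± 0.30) in the authors' deposited table. Phloem genes were lower for 6 of 9 (Fisher's exact test, adjusted p = 0.0421) and transporters of metals and sulfate for 7 of 11 (Fisher's exact test, adjusted p = 0.0421), with APL (-4.11 ± 0.52) and SULTR3;1 (AT3G51895, -4.46 ± 0.34) in the authors' deposited table. With the sort genes left out, the counts were the same and both lists missed the limit (Fisher's exact test, adjusted p = 0.0553 for both). Photosynthesis genes were lower for 9 and higher for 0 of 20, a split past the limit (exact binomial test, adjusted p = 0.0449), although their share was not (Fisher's exact test, adjusted p = 0.138). Wounding genes were lower for 5 of 11, and immunity genes for 4 of 15, neither past the limit. At the ends of the authors' deposited table, among genes with a mean normalized count of 50 or more, were CDEF1 (9.04 ± 0.63), AT2G04570 (8.32 ± 0.53) and the proline-rich PRP4 (AT4G38770, 8.23 ± 0.44) on the higher side and the transporter ABCG8 (AT5G52860, -5.08 ± 0.33) and the lupeol synthase LUP1 (AT1G78970, -4.72 ± 0.41) on the lower side.

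Within the miR165a domain, subepidermal cells had lower epidermis and cuticle transcripts for 25 and higher for 1 of 29 (Fisher's exact test for lower, adjusted p = 1.98e-18) and higher photosynthesis transcripts for 11 of 20 (Fisher's exact test, adjusted p = 1.68e-04). The authors' deposited table listed 2075 genes, 1071 higher and 1004 lower below the epidermis. Cuticle examples of the authors' deposited table were CER1 (-6.06 ± 0.33) and GPAT8 (AT4G00400, -6.26 ± 0.37), and photosynthesis examples were the photosystem I protein PSAD1 (AT4G02770, 1.01 ± 0.11) and the antenna protein LHCA3 (AT1G61520, 1.28 ± 0.20). Stomatal lineage genes were lower for 5 and higher for 1 of 8 (Fisher's exact test for lower, adjusted p = 0.00556), with SPCH (-5.52 ± 0.56) and MUTE (-4.58 ± 0.61) in the authors' deposited table. Auxin genes were lower for 8 and higher for 1 of 16 (Fisher's exact test for lower, adjusted p = 0.00159), among them the carriers PIN7 (-2.11 ± 0.27) and PIN4 (AT2G01420, -2.55 ± 0.57) in the authors' deposited table. No mitotic or replication gene was called in the authors' deposited table. With a mean normalized count of 50 or more, the highest genes of the authors' deposited table were ABCG8 (5.41 ± 0.35), the fucosidase FXG1 (AT1G67830, 5.38 ± 0.43) and the phospholipase PLA2-ALPHA (AT2G06925, 5.34 ± 0.36), and the lowest were AT4G25830 (-6.95 ± 0.48), AT2G38995 (-6.39 ± 0.49) and WSD1 (-6.33 ± 0.51).

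Within the REV domain the layers differed in more genes than the populations of the other 8 comparisons did. Subepidermal REV cells had lower epidermis and cuticle transcripts for 25 of 29 (Fisher's exact test, adjusted p = 6.74e-18) and higher transcripts of photosynthesis, phloem and wounding genes. The authors' deposited table listed 3748 genes, 2693 higher and 1055 lower below the epidermis. Photosynthesis genes were higher for 15 of 20 (Fisher's exact test, adjusted p = 0.00107), for example RBCS1A (1.87 ± 0.13) and LHCB5 (1.24 ± 0.09) in the authors' deposited table. Phloem genes were higher for 7 of 9 (Fisher's exact test, adjusted p = 0.0283), with TMO6 (4.36 ± 0.38), SMXL5 (4.39 ± 0.48) and HCA2 (4.32 ± 0.56) in the authors' deposited table, and xylem and cambium genes for 5 of 8 (Fisher's exact test, adjusted p = 0.212), with PXY (3.39 ± 0.29) and TMO5 (4.45 ± 0.43). Wounding genes were higher for 8 of 11 (Fisher's exact test, adjusted p = 0.0283), the jasmonate synthesis enzyme AOS (AT5G42650, 1.89 ± 0.20) among them in the authors' deposited table, and immunity genes for 8 and lower for 1 of 15 (Fisher's exact test for higher, adjusted p = 0.206). Stomatal lineage genes were lower for 5 of 8 (Fisher's exact test, adjusted p = 0.014), for example SPCH (-3.82 ± 0.60) in the authors' deposited table. Mitotic genes were called lower for 2 and replication genes for 5, and neither list had a higher member, fewer than among all listed genes (Fisher's exact test, adjusted p = 0.00751 and 0.0283). The 5 highest and 5 lowest genes of the authors' deposited table with a mean normalized count of 50 or more included the zinc finger gene WIP3 (AT1G08290, 5.28 ± 0.49), the receptor kinase NIK1 (AT5G16000, 4.87 ± 0.36) and the oxidase RBOH F (AT1G64060, 4.75 ± 0.39) on the higher side and AT4G29030 (-6.25 ± 0.36), AT5G06270 (-6.24 ± 0.47), the ATML1 relative PDF2 (AT4G04890, -6.14 ± 0.45) and the wax gene KCS5 (AT1G25450, -6.12 ± 0.41) on the lower side.

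Genes that separate miR165a from REV cells were then compared between the layers, whose libraries are not shared. The genes higher in miR165a cells in both layers numbered 586, against 305 for independent lists (1-sided Fisher's exact test, p = 2.94e-83), and those lower in both numbered 287, against 133 (1-sided Fisher's exact test, p = 1.28e-43). KAN1, KAN2 and YAB3 were in the first group, and STM, AGO10, LFY and AIL6 in the second. In all, 958 genes were listed in both of the authors' deposited tables, 873 in the same direction and 85 in opposite directions. The difference between the layers passed an adjusted p of 0.05 for 279 genes, 208 with the higher fold change in the epidermis and 71 with the higher below it. The 85 genes with opposite directions, whose selection as called in both layers ensures that they pass this test, were 76 higher in epidermal and lower in subepidermal miR165a cells and 9 the other way. Independent lists would give 293 and 139 with the 8444 listed genes as background, so opposite directions were rarer than that. A background that holds more genes would give lower numbers, and it was not tried for opposite directions. The test covers only genes listed in both tables, and genes listed in 1 layer were not shown to differ between layers.

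**Figure D4:**
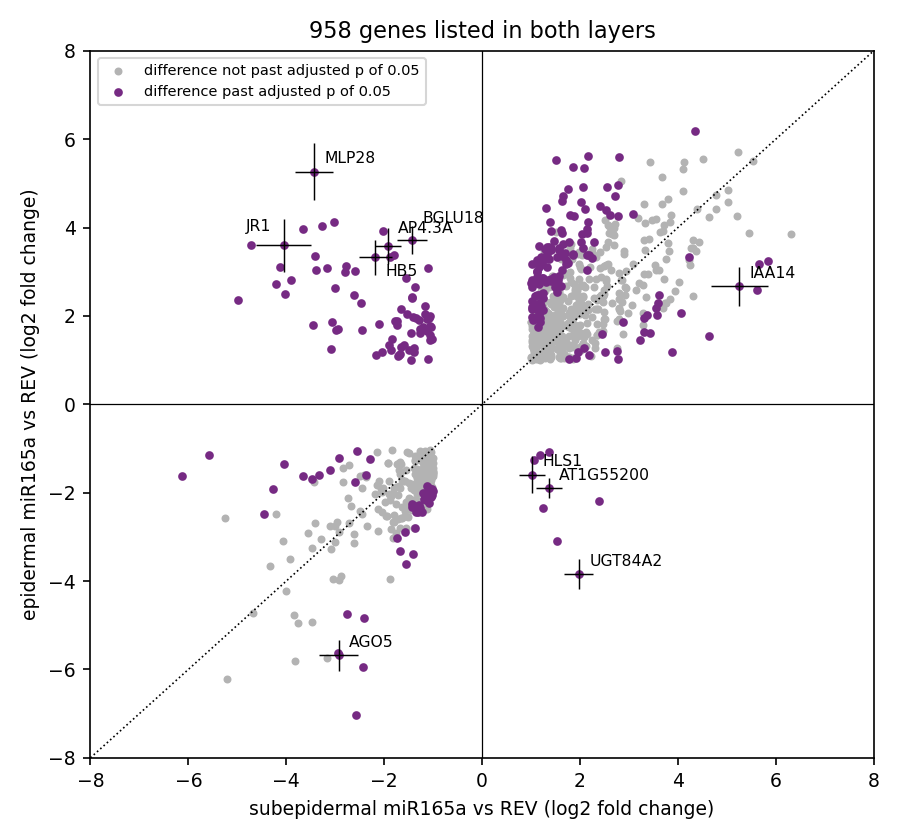
Log2 fold change of miR165a against REV cells in the epidermis (vertical axis) and below it (horizontal axis) for the 958 genes listed in both layers, each point a gene, with standard errors as bars on the 10 named genes. Purple points are the 279 genes whose difference passed an adjusted p of 0.05, and the dotted line marks equal values.

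The last comparison asked which genes set miR165a cells of both layers apart from every population outside the miR165a domain. Over all 8 contrasts, 8 genes were higher in every one and 3 were lower in every one. Populations with no differences that share these libraries gave 0 such genes on average in 100 simulated draws with a highest count of 0, but those draws hold no real effects, so 0 was to be expected of them. Independent lists would give 1.12 higher and 0.115 lower if the genes called against all 4 populations in each layer are taken as 2 lists, and 0.000791 and 0.000228 if all 8 contrasts are taken as independent, which they are not. The 2 layers were also set against the same 4 populations, so part of the excess over 1.12 and 0.115 may come from those libraries. The abaxial factor YAB2 was highest by its smallest log2 fold change over the 8 of the authors' deposited tables, 1.57, followed by the tropinone reductase gene TRI (AT2G29330) with 1.54, AT5G39020 with 1.25, the sulfate transporter SULTR3;3 with 1.19 and AT2G18210 with 1.15. The other 3, named after their values were seen, were the purine permease PUP7 (AT4G18197), the RPW8 homolog HR4 (AT3G50480) and the cytochrome CYP71B22 (AT3G26200). The lower genes by the authors' deposited tables were AT5G43870, whose value closest to 0 was -1.54, the B3 domain gene AT1G49475 with -1.33 and AT4G24050 with -1.08. All 11 belong to the lists of 33 enriched and 15 excluded genes that the study chose on these same samples, so their directions are not independent evidence. Counts of list members adjusted over the list alone were the same as those over all genes tested for 205 of 207 pairs of list and comparison and fewer for 2, and for the study's own lists they are not independent evidence either. The study's enriched genes were called higher in miR165a cells for 33 of 33 in each comparison with the other cells of their layer, and its excluded genes lower for 15 of 15. Against all 4 populations outside the domain, 242 genes were higher and 27 lower in epidermal miR165a cells, and 39 were higher and 36 lower in subepidermal miR165a cells.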

Values the study reported

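The study's text gives 33 genes as enriched in and 15 as excluded from the miR165a domain relative to the other cell types. Its methods put the reads per sample at 16 to 38 M over both RNA sequencing experiments, with 90% of them mapped.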

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

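The tests on epidermis and cuticle genes and on photosynthesis, immunity and wounding genes were chosen only after the result was seen. So was the test on genes listed in both tables of the fit on 6 populations. The 10 genes named here stood out because their log2 fold change of miR165a against REV cells differed between the layers (two-sided z test). From the authors' deposited tables the difference, epidermal minus subepidermal, was 8.70 ± 0.76 for MLP28 (5.27 and -3.43; adjusted p = 4.38e-28), 7.66 ± 0.82 for the jasmonate-responsive gene JR1 (3.60 and -4.06) and 5.51 ± 0.50 for AP4.3A (3.58 and -1.92). It was 5.51 ± 0.51 for the homeodomain gene HB5 (3.33 and -2.18) and 5.15 ± 0.43 for the beta-glucosidase gene BGLU18 (3.72 and -1.43). On the negative side the authors' deposited tables gave -5.83 ± 0.45 for the glucosyltransferase gene UGT84A2 (-3.85 and 1.98; adjusted p = 1.39e-35), -3.26 ± 0.35 for AT1G55200 (-1.90 and 1.36) and -2.62 ± 0.49 for HLS1 (-1.59 and 1.03). AGO5, at -2.76 ± 0.53 (-5.68 and -2.93), and IAA14, at -2.58 ± 0.72 (2.67 and 5.26), moved the same way in both layers to different extents in the authors' deposited tables. MLP28 has close copies in its family, so its value is uncertain.

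The first pattern was the 85 genes with opposite directions in the layers, fewer than independent lists would give with the 8444 listed genes as background. Low counts are argued against, since 85.9% had a mean normalized count of 10 or more in both layers, although their median of 35.6 was below the 84.1 of genes with 1 direction. Reads of overlapping genes are argued against as the whole cause, since 23.5% of the 85 overlap another gene, against 22.6% of 873 genes with 1 direction (Fisher's exact test, p = 0.892). In the tables fitted on 6 populations 85.9% were listed with opposite directions, and all 73 listed in both layers there, 100%, kept them. Both fits hold the same miR165a and REV libraries, and 0 of the 3300 and 1984 genes shared by these paired tables changed direction. The 100% was therefore to be expected, and it cannot exclude an effect of the fits. For the other 12, an effect of the fits on 2 populations cannot be told apart. Of the 85, 76 were higher in epidermal and lower in subepidermal miR165a cells. The epidermal comparison as a whole also leaned that way, with 2378 genes higher and 1081 lower in miR165a cells. A scaling error in the epidermal comparison was not tested for this pattern. A biological difference between the layers stays open as untested.

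The second pattern was the 5 members of the epidermis and cuticle list (HDG1, ANL2, CER3, KCS1 and HDG11) higher in subepidermal miR165a than REV cells. Epidermal cells in that sort may carry them, but the lowest of the 5 stood at 13.4% of its highest epidermal level. ATML1 stood on the same basis at 2.46%, with an upper 95% bound of 4.53%. The sort itself selected against activity of the ATML1 promoter. Epidermal cells that escaped it may hold little ATML1 transcript, so this share can understate them. HDG1 stood at 335% and ANL2 at 142% of the highest epidermal level, so these genes were not highest in the epidermis here. A biological source stays open as untested.

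The third pattern was the 30 photosynthesis, immunity and wounding genes higher in epidermal miR165a than REV cells. Subepidermal cells in the sort would have to make up a median of 58.8% over 28 members if they were all negative cells (1 member without a share set at 100%), and 85.9% if they were REV cells. The lower share would bring strongly epidermal genes to -1.28, but the median of 16 such genes was 0.62 (quartiles -0.10 and 1.54). A scaling error as large as the members' median of 1.62 is argued against, since 11.2% of 21218 tested genes were called higher. A smaller error added to real effects was not tested. More genes were lower than higher in epidermal REV cells against each other population, for example 1061 and 308 against gap cells. Against gap cells, epidermal miR165a cells had 0 of 20 photosynthesis, 5 of 15 immunity and 2 of 11 wounding genes higher. Epidermal REV cells had 7 of 20, 2 of 15 and 1 of 11 of them lower than gap cells. For photosynthesis genes the pattern therefore need not be a trait of the miR165a cells. For immunity genes more members differed on the miR165a side, 5 of 15 against 2 of 15, and for wounding genes 2 of 11 against 1 of 11. A different response of the cell types to protoplasting stays open as untested.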

How the results depend on the processing

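The reverse tables, the contrasts within a layer and the lists without the sort genes were chosen as alternatives after the data were seen, and the others before. An adjusted p of 0.01 left all 11 main results it applied to within 1.5 times their value, a mean normalized count of at least 10 did so for 12 of 12, and the reverse tables for 8 of 8. Within these totals, the 110 genes higher in subepidermal miR165a than all negative cells fell to 52 at an adjusted p of 0.01.

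A log2 fold change limit of 2 lowered the genes called to 1311 for epidermal miR165a against REV, 345 for epidermal miR165a against gap, 361 for epidermal REV against gap, 996 for subepidermal miR165a against REV, 201 for subepidermal miR165a against all negative, 522 for subepidermal REV against all negative, 1426 for gap against all negative, 1005 between layers in miR165a cells and 1693 between layers in REV cells. At that limit the balance turned for subepidermal miR165a against REV, to 449 higher and 547 lower, and between layers in miR165a cells, to 458 higher and 547 lower, and the cause was not tested. Fold changes implied by 2 other tables kept 945 genes for miR165a against REV in the epidermis and 827 below it, fewer because a gene must stand in 2 other tables. Of the genes with such a value 97.7% and 96.6% were kept, which compares a fit on 2 populations with the fit on 6. For the other 7 comparisons, in order, the implied values reached 569, 772, 223, 668, 918, 818 and 1198 genes, but they test nothing there. Listed and implied values come from the same fit and are equal by arithmetic, so these counts show only how many genes stood in 2 other tables.

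With standard errors 1.5 times as large, 145 genes differed between the layers. Only the 4 contrasts within a layer gave 48 genes called against every population outside the miR165a domain. With all genes of the reference annotation as background, 145 list tests passed in place of 73, since that background holds genes that no table lists. Counts of list tests here include shares below those of the background. They also include the study's own lists, which were drawn from these samples. Without the sort genes REV, MIR165A and ATML1, 69 list tests passed, and the 4 lost were tests for lower members in gap against all negative cells, among them phloem and metal and sulfate transport (Fisher's exact test, adjusted p = 0.0553 for both). Of 638 values of named genes, 33 missed an adjusted p of 0.01, 30 had a mean count under 10 and 279 were below a log2 fold change of 2. Such limits cannot turn a direction. All 98 with an implied value from another fit kept their direction and limit, and all 292 with a reverse table kept their direction, while the tables list no values under the limit. For 308 more the implied value equals the listed one by arithmetic and is no check.

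No paired analysis was possible because the tables hold no values per replicate. For the same reason leaving out a replicate, a replicate block, another normalization, filters on counts, a set test on ranks and other splits of the samples were not run, and dropping the fold change limit could not be tried because the tables list no such genes. What depth limits is unknown without totals per library.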

Other observations

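Cells with neither domain marker were not simply between the miR165a and REV cells of their layer, an overlap examined only after the data were seen. Epidermal gap cells were higher than both for 188 genes, against 53.0 for independent lists and 5.69 on average (highest 14) in 100 simulated draws with no differences. By the authors' deposited tables these included AT1G33811 (7.61 against miR165a and 6.35 against REV cells), PRP2 (5.79 and 6.91) and the cutinase gene CDEF1 (8.79 and 5.59). The stomatal genes FAMA (3.45 and 4.90) and EPF1 (2.97 and 3.77) were among them in the authors' deposited tables. Gap cells were lower than both for 5 genes, against 28.3 for independent lists and the same 5.69 on average (highest 14) in the simulated draws, for example SGR5 (-1.35 and -1.64) in the authors' deposited tables.

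Below the epidermis, all negative cells were higher than both for 84 genes, against 28.7 for independent lists and 1.87 on average (highest 6) in the simulated draws. The authors' deposited tables had the metallothionein MT3 (5.22 and 3.72), the amino acid permease AAP2 (4.24 and 3.71) and the companion cell genes SUC2 (3.85 and 3.62) and AHA3 (4.75 and 3.39). They were lower than both for 12 genes, against 9.69 for independent lists and 1.87 on average (highest 6) in the simulated draws, among them LBD19 (-1.52 and -1.88) in the authors' deposited tables. In both layers the 2 contrasts share the libraries of the cells without a domain marker, which cannot be split here. The simulated draws hold that sharing and no real effects, and the independent lists hold no sharing, so part of the excess over the independent lists can come from it.

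Against all 8 contrasts, 8 genes were higher and 3 lower in miR165a cells of both layers. These counts are lower than those in the study's text, and contrasts within a layer alone gave its lists.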
